A study of Mus musculus with 4 samples.

How the data were processed

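ATAC-seq, which inserts sequencing adapters into open chromatin with a transposase, was done on mouse embryonic stem cells of 2 genotypes, wt and Hox-/-, with 2 libraries of each. Per the labels, the cells were kept in medium with serum, leukaemia inhibitory factor and inhibitors of MEK and of glycogen synthase kinase, and the libraries were made with a Nextera transposition kit. Libraries were grouped by the genotype label alone. The replicate numbers 1 and 2 are those of the labels.

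The deposited data are 1 list of called peaks per library, so replicates were not pooled at peak calling. Neither the labels nor the lists give the aligner, the peak caller and its version, the genome build, the handling of duplicate or mitochondrial reads, or whether reads were shifted for the transposase, and no such step is assumed here. Each line of the deposited lists has an interval, a fold over background at the summit, a −log10 p and −log10 q, and the summit position in bp from the interval start. These per-peak values are the authors' peak caller's own, and were used only to describe, rank or filter peaks within a list. The lowest −log10 q in the deposited lists was 1.30 in each library, so weaker peaks are not part of them. Several lines can share 1 interval and differ in their summit. Each line was counted as a peak, and the alternative merged overlapping lines.

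The peak lists give no count of reads, so the sequencing depth itself is unknown. A relative measure was taken from the lists. Under a Poisson model in which the fold is (pileup + 1) / (background + 1), the fold and the p-value of a line fix its summit pileup and its background. At least 99.998% of the lines of each library gave a pileup close to a whole number. This share depends on how close counts as whole, for which no limit is given here. The low end of the background (its 0.1% quantile) was used as a description of relative depth. It was 0.640 of that of the deepest library in Hox-/- replicate 1, and 0.941 to 1 of it in the other libraries. Since a deeper library yields more and stronger peaks, numbers of peaks and p-values cannot be compared between libraries without regard to depth. For that reason the strength of a peak was judged by its rank within a library: a strong peak is 1 of the 50000 with the highest −log10 p in its list. Absence of a region was not judged by rank in the main setting. It means that no peak is listed, and runs and cluster shares use every listed peak, so these still depend on depth.

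Gene names were taken from a RefSeq gene table of assembly GRCm38.p6, which gives no strand. Because the lists name no build, the match between table and lists was tested: 30.7% of 43774 ends of protein-coding genes had a summit of wt replicate 1 within 250 bp, against 6.33% to 6.97% when the ends were displaced by 3000 to 100000 bp in either direction. On each of 20 chromosomes (Y was left out) the share without displacement was at least 3.33 times the highest share displaced by up to 10000 bp. Coordinates are printed as the peak lists give them, counted from 1, and the table served only for names, neighbours and windows. Without strand, the start of a gene cannot be told from its end, so windows lie around both ends of each gene. This departs from the written plan, which named gene starts. No genome sequence was used, so GC content was not examined.

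The peaks of all 4 libraries were merged into regions where they overlapped by at least 1 bp. A region was wt-specific when both wt libraries had a strong peak there and neither Hox-/- library had any listed peak, and Hox-/- specific regions were defined with the genotypes exchanged. Runs of lost regions are 10 or more consecutive regions called in both libraries of 1 genotype and in neither library of the other. For each Hox cluster, from the lowest to the highest end of its Hox genes, the share of wt-replicated regions that overlapped a peak of any Hox-/- library was set against 10000 random runs of as many consecutive regions. Intervals of shares are exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only, and neighbouring regions are not independent. Similarity of lists is the Jaccard index, the covered bases shared by both lists divided by those covered by either.

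With 2 libraries per genotype, the exact permutation tests cannot give a p-value under 0.33, so none of them can pass 0.05. Counts of regions and runs were therefore compared with those in the 2 other splits of the 4 libraries into pairs. Named regions are, in each direction, the 5 genotype-specific regions outside the Hox clusters with the best rank in their worse replicate, each with the gene that has the nearest end; runs up to 10 in number and genes of 5 lists (pluripotency, lineage, Hox cofactors, Hox genes and neighbours of the clusters) may also be named. Values of some single genes of these lists are not reported here. The rules, tests, lists and the alternatives for them were written before the data were examined. Leaving out each replicate for peak number, similarity, share at gene ends and gene lists was added afterwards.

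Alternatives covered stricter peaks (−log10 q of at least 5), merged lines, other numbers of strong peaks (25000 and 100000), overlap of at least 50% of a region, windows of 250 bp around summits, ranking by fold, cluster spans extended by 50 kb, run lengths of 5 and 20, windows of 2.5 kb, protein-coding genes only, pairing by replicate number, and each replicate left out.

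The procedures were tested on simulated lists made from the 170162 intervals of wt replicate 1. For wt-specific regions, 200 of 200 removed regions were recovered with 0 calls elsewhere. In the other direction, 0 Hox-/- specific regions were called where none was simulated, and recovery of simulated gains was not run. Only strong regions were removed, all other strong intervals were kept in every list, and no difference in depth was simulated. These outcomes therefore followed from the setting, and they do not measure errors that depth could cause. For runs, 4 of 4 simulated deletions were found and 0 in the other direction. For the scan of shifted ranks described among the additional observations, 5 of 5 simulated stretches were found and 0 elsewhere. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.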

Results

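Open chromatin was profiled by ATAC-seq in mouse embryonic stem cells with a wt genotype and in cells labelled Hox-/-, which per the series title lack the function of the Hox genes. Mammalian Hox genes encode transcription factors and lie in 4 clusters, HoxA to HoxD. Each genotype had 2 libraries. The lists held 213705 and 216795 peaks in wt replicates 1 and 2, and 191704 and 200214 peaks in Hox-/- replicates 1 and 2. The median peak interval was 414 and 409 bp wide in wt and 402 and 398 bp in Hox-/-. The relative depth, taken from the background at the peaks, was 7.46 and 7.02 in wt, 4.77 in Hox-/- replicate 1 and 7.36 in Hox-/- replicate 2.

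Because the label of a mutant can be checked at the mutated genes, the 4 Hox clusters were examined before anything else. The HoxA cluster on chromosome 6 held 40 and 43 peaks in wt replicates 1 and 2, and 1 and 2 peaks in Hox-/- replicates 1 and 2. In the HoxB cluster on chromosome 11 there were 57 and 59 peaks in wt and 0 in both Hox-/- libraries. The HoxC cluster on chromosome 15 had 46 and 42 peaks in wt and 0 in both Hox-/- libraries. The HoxD cluster on chromosome 2 had 40 and 44 peaks in wt, against 5 and 2 in Hox-/-. Over the 4 clusters, 3 of 111 regions called in both wt libraries overlapped a peak of any Hox-/- library, a share of 2.70% (exact 95% binomial interval 0.561% to 7.70%). Genome-wide the share was 94.6% of 146769 regions. Among 10000 random runs of as many consecutive regions, at most 0.01% kept as few regions as the cluster did. The alternative that moved this share most was extending the spans by 50 kb on either side, which gave 30.8%.

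The stretch without any Hox-/- peak was bounded by peaks of the Hox-/- libraries on both sides. On chromosome 6 it ran from the end of a peak at 52154481 to the start of a peak at 52259892, a length of 105 kb. The corresponding stretch on chromosome 11 lay between 96190713 and 96374733 (184 kb), that on chromosome 15 between 102921062 and 103041018 (120 kb), and that on chromosome 2 between 74668830 and 74777661 (109 kb). By the gene table, these stretches contained 37 of the 39 Hox genes in full, and Hoxa13 and Hoxd13 in part or not at all. They contained 0 other protein-coding genes. The nearest protein-coding genes beyond the stretches were Skap2 and Evx1 at HoxA, Ttll6 and Skap1 at HoxB, Calcoco1 and Smug1 at HoxC, and Evx2 and Mtx2 at HoxD. The 6 lines of Hox-/- replicate 1 and the 4 lines of Hox-/- replicate 2 inside the cluster spans lay outside these stretches, at the cluster ends.

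**Figure D1:**
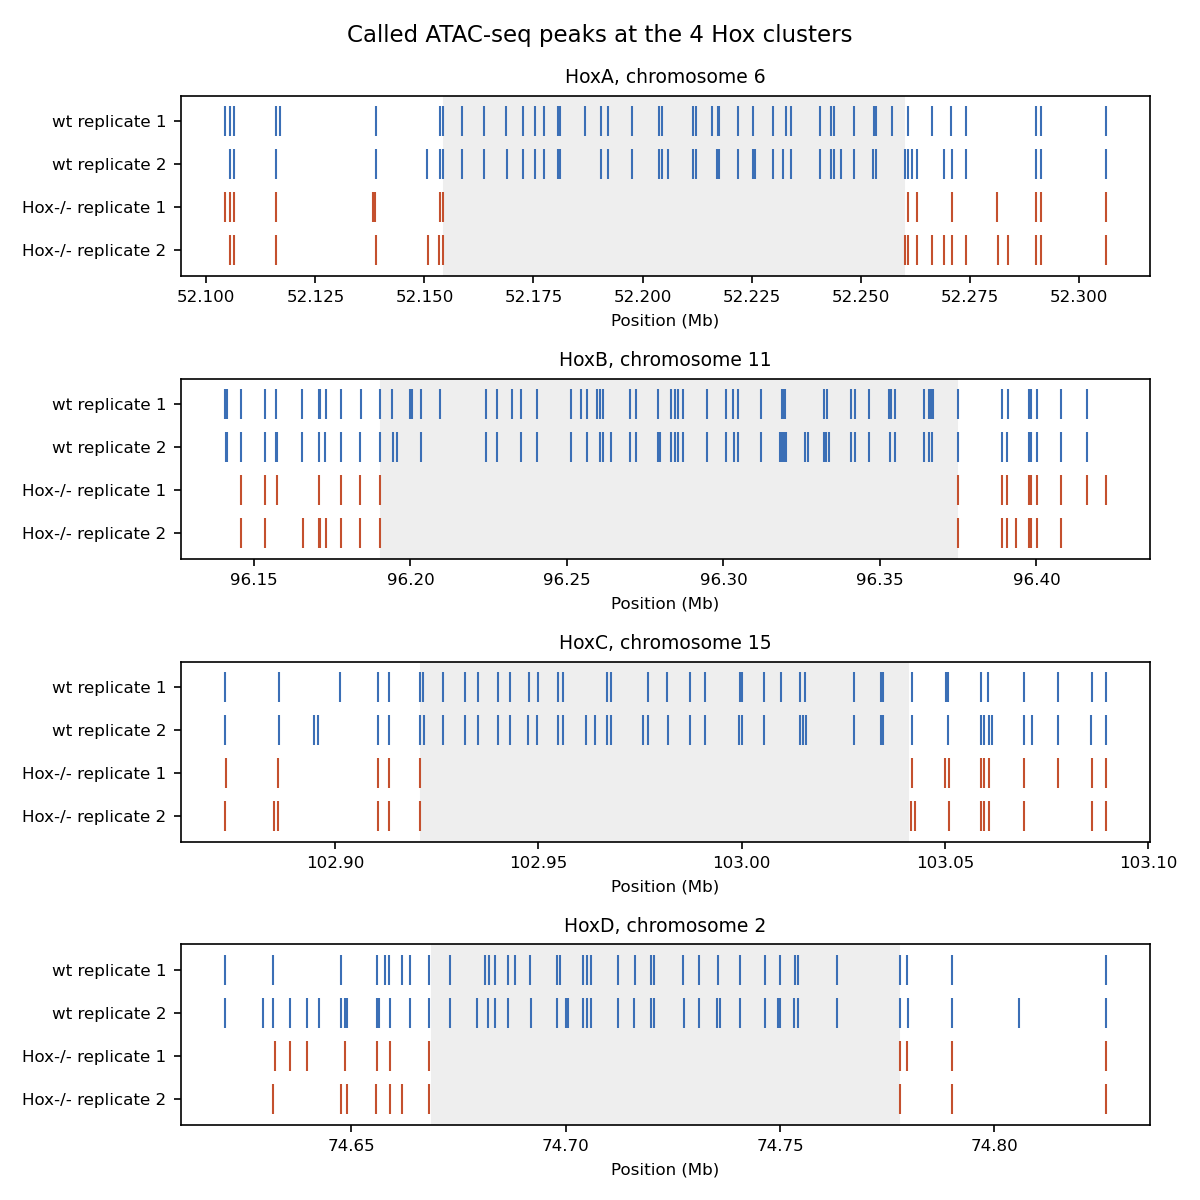
Called peaks at each Hox cluster, with position in Mb on the x axis and 1 line of ticks per library (blue, wt; orange, Hox-/-); each tick is the centre of a called interval. Grey marks the stretch without any Hox-/- peak, of 105 to 184 kb, in which both wt libraries have peaks at all 4 clusters.

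A genome-wide scan for runs of lost regions used no location in advance. It found 5 runs of at least 10 consecutive regions called in both wt libraries and in neither Hox-/- library. One run fell in each Hox cluster: 35 regions at 96194145 to 96367039 on chromosome 11, 24 regions at 102921437 to 103035183 on chromosome 15, 22 regions at 74672532 to 74763716 on chromosome 2, and 27 regions at 52158072 to 52253759 on chromosome 6. The remaining run had 19 regions on chromosome Y, from 808972 to 90724198. In the opposite direction 0 runs were found, and both other splits of the 4 libraries into pairs gave 0 runs in either direction. With runs of 5 or more regions there were 6, and with 20 or more there were 4.

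Strong regions found in 1 genotype only were few. There were 24 wt-specific regions: 4 in HoxA, 7 in HoxB, 3 in HoxC, 2 in HoxD, 6 on chromosome Y, 2 on chromosome X and 0 on other chromosomes. The number of Hox-/- specific regions was 0. Both other splits of the libraries gave 0 regions in either direction. The number depended on what counts as strong: with the 100000 strongest peaks of each library it was 106 wt-specific regions, of which 48 were on autosomes outside the Hox clusters, and 17 Hox-/- specific regions. The other splits gave 5 to 14 regions at that setting. The rule asks for a strong peak in 1 genotype and no listed peak in the other, so partial changes are left aside. Absence from a list also depends on depth. When absence meant not being among the 100000 strongest, there were 33 wt-specific and 4 Hox-/- specific regions. The other splits gave 0 at that setting.

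The 5 wt-specific regions outside the Hox clusters with the best ranks were all on the sex chromosomes. The region at 169986551 to 169987122 on X, within Mid1, ranked 10876 and 9315 in wt replicates 1 and 2 (fold 18.7 and 18.9). The region at 1245003 to 1245966 on Y, at Uty, ranked 19651 and 21142, and that at 1285733 to 1286830 on Y, at Ddx3y, ranked 29152 and 24901. A region at 90739353 to 90740201 on Y, nearest to Gm52481, ranked 29833 and 35676 by −log10 p. Its fold was only 2.44 and 2.31, and ranked by fold it lay at 204838 in the worse replicate. The region at 169993557 to 169994695 on X, nearest to Mid1, ranked 41744 and 35530.

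The share of peaks per chromosome was compared to detect gain or loss of whole chromosomes. On the 19 autosomes the log2 ratio of Hox-/- to wt lay between −0.02 and 0.03, while log2 ratios between replicates reached 0.04 in size. The ratio exceeded that of both replicate pairs on 10 of the 19 autosomes. On chromosome X it was −0.01, within the replicate ratios of 0.03 in wt and −0.06 in Hox-/-. Chromosome Y had 63 peaks in each wt library, against 4 and 6 peaks in Hox-/- replicates 1 and 2. The log2 ratio of the share was −3.53, far beyond the replicate ratios of −0.02 and 0.52. Of 40 regions on Y called in both wt libraries, 7 overlapped a Hox-/- peak. All peaks on Y in the Hox-/- libraries lay between 90726115 and 90811066. The boundary is the first Hox-/- peak, so the 19 wt regions before it had 0 Hox-/- peaks by construction, and no limit is drawn from that count. With the 50000 strongest peaks of each library the log2 ratio was −4.25.

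**Figure D2:**
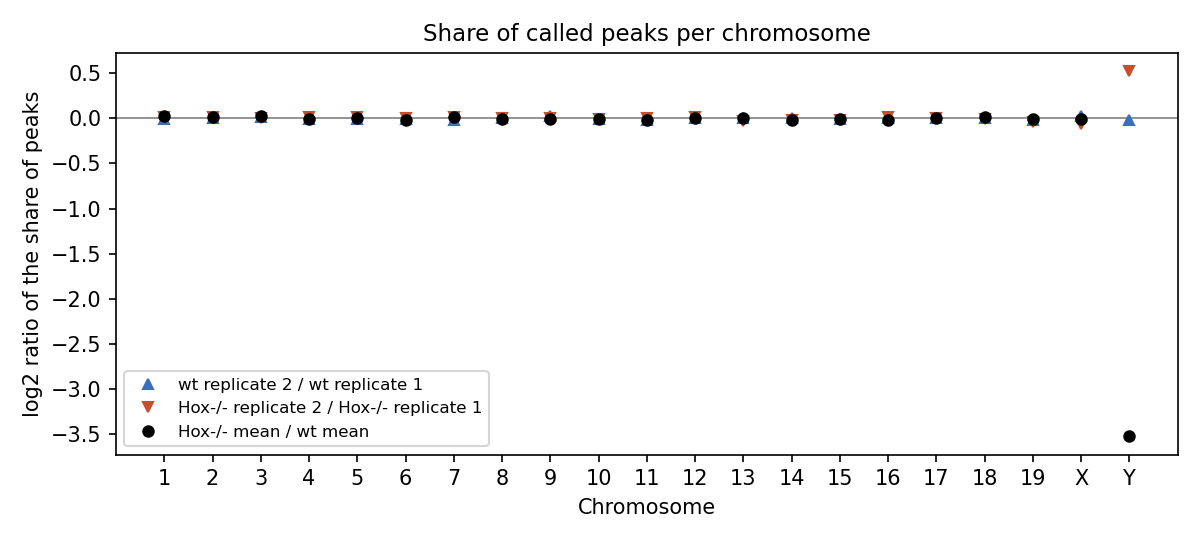
The log2 ratio of the share of called peaks (y axis) for each chromosome (x axis), with black circles for the Hox-/- mean over the wt mean and triangles for replicate 2 over replicate 1 within a genotype. The autosomes lie between −0.02 and 0.03, and chromosome Y lies at −3.53.

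Peak numbers differed between genotypes by more than between replicates. The exact permutation test, the only test applied to them, cannot decide whether this exceeds chance, since its smallest possible p-value is 0.33. The mean was 215250 ± 2185 (SD, n = 2) in wt and 195959 ± 6017 (SD, n = 2) in Hox-/-, a difference of −19291 (exact permutation test, two-sided, p = 0.33, the smallest possible). Hox-/- replicate 1 had the fewest peaks and the lowest relative depth. Without it the difference was −15036. The covered length was 84.7 ± 0.523 Mb (SD, n = 2) in wt and 76.3 ± 2.60 Mb (SD, n = 2) in Hox-/-.

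Libraries of 1 genotype were on average slightly more alike than libraries of different genotypes. The Jaccard index was 0.736 between the wt libraries and 0.700 between the Hox-/- libraries, against 0.688 to 0.708 for the 4 pairs across genotypes. Thus the Hox-/- pair lay inside the range of the pairs across genotypes. Among the 50000 strongest peaks of each library it lay above that range, at 0.7501 against 0.7325 to 0.7432. The mean within genotype minus the mean between genotypes was 0.0196, the highest of the 3 splits of the libraries (exact enumeration, one-sided p = 0.33, the smallest possible); the other splits gave −0.00982 for both. The difference rested on the libraries included: it was 0.00280 without wt replicate 1, 0.00110 without wt replicate 2, 0.0282 without Hox-/- replicate 1 and 0.0465 without Hox-/- replicate 2.

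The share of peaks within 1 kb of a gene end was 22.4% ± 0.231 (SD, n = 2) in wt and 23.0% ± 0.421 (SD, n = 2) in Hox-/-. This difference of 0.592 percentage points (exact permutation test, two-sided, p = 0.33, the smallest possible) was 0.0370 points among the 50000 strongest peaks of each library, under the SD between replicates (0.206 in wt and 0.426 in Hox-/-). Without Hox-/- replicate 1 it was 0.295 points.

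Gene lists fixed in advance asked whether the loss of Hox genes was accompanied by gain or loss of called peaks at genes of pluripotency, of early lineages, at Hox cofactors and at neighbours of the clusters. Of the 52 genes in these 4 lists, 48 and 46 had a peak within 1 kb of an end in wt replicates 1 and 2, and 47 in each Hox-/- library. No gene of these lists had a peak in both libraries of 1 genotype and in neither of the other. Pou5f1, Sox2, Nanog, Cdx2, T and Meis1 had peaks in all 4 libraries, and Dppa3, Meox1 and Gata4 in none. Among the 50000 strongest peaks 1 gene, Sox17, was called in wt only, and with windows of 2.5 kb 1 gene, Gata4. Of the 39 Hox genes, 34 had a peak within 1 kb of an end in each wt library and 4 in each Hox-/- library. Among the 50000 strongest peaks, 6 Hox genes had a peak in both wt libraries and in neither Hox-/- library, and 1, Hoxd13, the reverse.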

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

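For the results planned before the data were examined, other than single named regions, 73 alternative values were computed, of which 14 moved and 0 changed sign. The other 59 kept the direction of a difference (peak number, similarity, share at gene ends), lay within 1.5 times a count, or lay within the interval or SD of a value. Counts and the share of cluster regions kept cannot change sign, so only those differences and the log2 ratio on Y could have done so. Keeping the direction says nothing of size: the similarity difference fell from 0.0196 to 0.00110 without wt replicate 2, and the difference at gene ends from 0.592 to 0.0370 points with the 50000 strongest peaks. Ranked by fold, 4 of the 5 named regions stayed among the 50000 strongest peaks in both wt libraries and 1, at 90739353 on Y, fell to rank 204838. The fits that left out a replicate for peak number, similarity, share at gene ends and gene lists were chosen after seeing the data.

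The 24 wt-specific regions became 8 with the 25000 strongest peaks, 106 with the 100000 strongest and 64 when overlap of at least 50% of a region was asked for. The 0 Hox-/- specific regions became 17 with the 100000 strongest peaks, 4 when absence meant not being among the 100000 strongest of the library, and 9 with overlap of at least 50%. A wider or narrower definition of strong changes these counts by construction; the cause of the change with overlap was not tested. For comparison, the other splits of the libraries gave 5 to 14 regions with the 100000 strongest peaks, 0 with absence from the 100000 strongest, and 6 to 13 at 50% overlap. Of the 17, 4 and 9 Hox-/- specific regions, only the 9 lie within what other splits gave.

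The share of cluster regions kept rose from 2.70% to 30.8% with spans extended by 50 kb, since the extended spans include flanks that Hox-/- libraries also call. The log2 ratio on chromosome Y was −4.25 with the 50000 strongest peaks and −3.24 with peaks of a −log10 q of at least 5; the cause was not tested, and the Hox-/- share rests on 4 and 6 peaks. The gene list count changed from 0 to 1 with the 50000 strongest peaks and to 1 with windows of 2.5 kb, and the genes were different ones (Sox17 and Gata4).

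Across the 4 fits that each left out 1 replicate, the difference in peak number ranged from −23546 to −15036, the similarity difference from 0.00110 to 0.0465, the wt-specific regions from 25 to 29, the Hox-/- specific regions from 0 to 0, the share of cluster regions kept from 2.36% to 3.03%, and the runs of lost regions from 5 to 6. The difference in the share at gene ends ranged from 0.295 to 0.890 points, the log2 ratio on Y from −3.81 to −3.29 and the gene list count from 0 to 1. The 1 gene was Nr5a2 without wt replicate 2 and Smug1 without Hox-/- replicate 2.

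The shared replicate numbers did not pair the libraries: across 122787 regions, the correlation of the between-replicate rank differences of the genotypes was 0.00360. With the replicate block, in which only same-numbered libraries are compared between genotypes, the similarity difference was 0.0196. The lower depth of Hox-/- replicate 1 limits peak number and the share at gene ends, while 5 runs of lost regions were also found without that library.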

Other observations

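The tests in this part of the Hox clusters, of chromosomes X and Y (except the draw of matched autosomal regions) and of the region near H19 were chosen after the results were seen, as were the scan of shifted ranks, its thresholds and the count of regions that change rank. The stretches were noticed in summit pileups compared between libraries, which are not reported because the per-peak values are used only within a list, and the scan of ranks followed. The test without Hox-/- replicate 1 was chosen with the values of single libraries in the stretches already seen. The test of gene ends was chosen after the value for extra copies was seen. For extra copies, what the explanation predicts was written before the test's value was seen.

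Loss of peaks over the Hox clusters was larger than in random runs of consecutive regions: none of the 4 clusters lay above percentile 0.01 of 10000 such runs. This argues against lower depth, which acts on the random runs too, though these were not matched for wt rank. The relative depth was low only in Hox-/- replicate 1 (0.640 of the deepest library, against 0.987 in Hox-/- replicate 2). Whether the DNA of the clusters is removed was not tested.

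Chromosome Y lost nearly all its peaks in both Hox-/- libraries. Lower depth is argued against by autosomal regions of the same wt ranks: at least 31 of 40 were kept in each of 10000 sets, against 7 of 40 on Y. Removal of all Y lines from the Hox-/- lists is argued against by the 10 lines that remain. A second accessible X in the Hox-/- cells stays open. The median log2 rank shift of X, 0.069, lay above those of the autosomes (−0.01 to 0.05) and beyond the shifts of X between replicates (−0.03 and 0.03), while the share of peaks on X did not rise (log2 ratio −0.01), and the size of shift that a second X gives is not known from these lists. A candidate explanation is that chromosome Y is missing from the Hox-/- cells. The earliest Hox-/- peak on Y starts at 90726115, near the far end of the chromosome. X and Y share sequence at that end, but whether the remaining peaks lie in it was not examined. Their position is a description and does not test the explanation. Any relation to the genotype was not tested.

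At the far end of X, the losses lay together. Past a region ending at 169927791 that all 4 libraries call, 1 of 5 wt-replicated regions had a Hox-/- peak, against 94.5% of 3108 regions before it. The region that kept a peak ranked 1098 and 1723 in wt replicates 1 and 2 and 16316 and 14102 in Hox-/- replicates 1 and 2. Sequence shared by the ends of X and Y could link this loss to that on Y. The boundary was placed by the losses, so these shares describe them and test nothing. The region that kept a peak is the last on X, so a loss of the whole end of X is argued against; a loss that spares that region stays open.

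A scan along the genome compared ranks within the libraries at 122787 regions called in all 4. It found 13 stretches on 9 chromosomes in which the regions ranked higher in Hox-/- (running median over 15 regions of the log2 rank shift of at least 0.35, 30 or more regions). Neighbouring stretches less than 1000000 bp apart were joined, and the regions between them were included. The stretches held 1772 regions, 1.44% of those scanned, and summed to 53.2 Mb. Each had a median shift of 0.35 to 0.47, and 80.0% to 92.3% of its regions were shifted up. Examples are 174471947 to 179853892 on chromosome 1 (278 regions, median 0.47), 55414071 to 62441645 on chromosome 2 (383 regions, 0.45), 73571768 to 81976360 on chromosome 3 (171 regions, 0.47) and 32940153 to 38126591 on chromosome 9 (213 regions, 0.45). There were 0 stretches in the opposite direction, and 0 in either direction in both other splits of the libraries. At a threshold of 0.3 there were 16 stretches ranked higher in Hox-/- and a further 3 in the opposite direction. At 0.5 there were 10 ranked higher in Hox-/- and 0 in the opposite direction. Leaving out 1 library gave 13 to 18 stretches, which overlapped all 13 without wt replicate 1 or Hox-/- replicate 2, 12 without Hox-/- replicate 1 and 11 without wt replicate 2.

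Lower depth of Hox-/- replicate 1 is argued against by the scan without it, which found 12 of the 13 stretches. Extra copies of these stretches in the Hox-/- cells are a candidate explanation. They predict more calls among the regions not called in all 4 libraries, which the scan had not used. Of these, 0.968% and 1.02% lay in the stretches in wt replicates 1 and 2, and 2.87% and 2.69% in Hox-/- replicates 1 and 2. Numbers in the stretches were divided by numbers elsewhere on the autosomes. The log2 ratio of these quotients, Hox-/- over wt, was 1.51 (between replicates, up to 0.10). In the stretches they numbered 417 and 461 in wt replicates 1 and 2, and 767 and 957 in Hox-/- replicates 1 and 2. Elsewhere on the autosomes they numbered 42666 and 44868 in wt, and 25995 and 34644 in Hox-/-. The ratio of quotients therefore reflects both more such regions in the stretches and fewer elsewhere in Hox-/-. A change at gene ends only is argued against by such regions away from gene ends. In the stretches these numbered 374 and 416 in wt replicates 1 and 2, and 710 and 856 in Hox-/- replicates 1 and 2. The log2 ratio of their quotients, formed in the same way, was 1.53 (between replicates, up to 0.13). Fewer copies in the wt cells, or chromatin that is more open over whole stretches, would give the same values and were not tested. Both Hox-/- libraries have the shift, so it may belong to the cell line as much as to the loss of Hox genes, which the design does not separate; the same holds for chromosome Y.

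Regions among the 25000 strongest in both libraries of 1 genotype and outside the 50000 strongest, or without a peak, in both of the other numbered 16 for wt and 4 for Hox-/-, and 0 in either direction in both other splits. Of the 16, 6 were in Hox clusters, 5 on Y, 1 on X and 4 elsewhere. With 1 library left out, which loosens the rule, the counts were 24 to 31 and 8 to 15. Among the 10000 strongest they were 2 and 0. The 4 stronger in Hox-/- were at 58690011 on chromosome 1 (nearest to Flacc1), 38275730 on chromosome 5 (Otop1), 142581157 on chromosome 7 (H19) and 25011440 on chromosome 15 (Gm2824).

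The region near H19, at 142581157 to 142581868, was singled out after its values were seen. It ranked 102589 and 76296 in wt replicates 1 and 2, and 19913 and 24585 in Hox-/- replicates 1 and 2. Within 10 kb, 2 further regions, starting at 142578147 and 142580191, were called in both Hox-/- libraries and in no wt library. Lower depth of Hox-/- replicate 1 is argued against by Hox-/- replicate 2, whose relative depth was 0.987 of the deepest library (0.941 and 1 in wt): it ranked the region at 24585. The rule picked the region for such a rank, but it did not use the nearby regions, of which 2 were called in Hox-/- replicate 2 and in no wt library. Extra copies of the surrounding stretch are argued against by the median log2 rank shift of 0.042 over 70 other regions within 500 kb, where the region itself shifted by 2.00. H19 is an imprinted gene, active from 1 parental copy, so a shift shared by imprinted genes was tested with a list of 32 others. In the 30 with a region within 5 kb of an end, the median log2 rank shift was 0.23, at percentile 99.98 of 10000 random gene lists of like rank, and 23 were shifted up. With neighbouring genes taken as 1 locus it was 0.24 over 21 loci, at percentile 99.96, and without Dlk1, Meg3, Rian and Rtl1, which lie in or near a shifted stretch, it was at percentile 99.97. A hypothesis is that imprinted loci are more open in the Hox-/- cells, as could come from altered imprinting in this line. The other 7 genes shifted down, from −0.22 for Impact to −0.02 for Rasgrf1, with Igf2 at −0.16. Methylation and parental origin were not analysed here.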
